# Mechanical Tensions Regulate Gene Expression in the *Xenopus laevis* Axial Tissues

**DOI:** 10.3390/ijms25020870

**Published:** 2024-01-10

**Authors:** Fedor M. Eroshkin, Elena A. Fefelova, Denis V. Bredov, Eugeny E. Orlov, Nataliya M. Kolyupanova, Alexander M. Mazur, Alexey S. Sokolov, Nadezhda A. Zhigalova, Egor B. Prokhortchouk, Alexey M. Nesterenko, Andrey G. Zaraisky

**Keywords:** *Xenopus*, mechanical tension, mechanobiology, gene expression, *brachyury*, *goosecoid*, *otx2*, *six3*

## Abstract

During gastrulation and neurulation, the chordamesoderm and overlying neuroectoderm of vertebrate embryos converge under the control of a specific genetic programme to the dorsal midline, simultaneously extending along it. However, whether mechanical tensions resulting from these morphogenetic movements play a role in long-range feedback signaling that in turn regulates gene expression in the chordamesoderm and neuroectoderm is unclear. In the present work, by using a model of artificially stretched explants of *Xenopus* midgastrula embryos and full-transcriptome sequencing, we identified genes with altered expression in response to external mechanical stretching. Importantly, mechanically activated genes appeared to be expressed during normal development in the trunk, i.e., in the stretched region only. By contrast, genes inhibited by mechanical stretching were normally expressed in the anterior neuroectoderm, where mechanical stress is low. These results indicate that mechanical tensions may play the role of a long-range signaling factor that regulates patterning of the embryo, serving as a link coupling morphogenesis and cell differentiation.

## 1. Introduction

The idea that mechanical tensions (MTs) can regulate embryonic development has a long history [1,2]. It was also demonstrated by mathematical modelling that MTs are able, in principal, to play the role of a long-distance regulator of the embryonic patterning [3,4,5]. In support of this idea, evidence has emerged in recent years that experimentally demonstrates the role of MTs in signaling responsible for the regulation of gene expression within the embryo [6,7,8,9,10,11,12,13,14]. However, many questions in this field remain unaddressed. In particular, whether MTs play a role in gene regulatory signaling in a prominent morphogenetic process, such as the convergent extension of vertebrate axial structures, remains unknown. During this process, the chordamesoderm on the dorsal side of the embryo is extended during gastrulation and neurulation along the anteroposterior body axis because of active mediolateral intercalation of its cells towards the midline. Due to these cell movements, pushing forces are developed within the chordamesoderm, resulting in robust extension of the chordamesoderm and overlying neurectoderm along the anteroposterior axis and simultaneous shrinking in the perpendicular mediolateral direction.

In the present work, we performed experiments to identify genes with expression regulated by MTs in the stretched tissues of *Xenopus laevis* embryos. By combining explant stretching and full-transcriptome sequencing, we identified several genes with activated or inhibited expression in response to external mechanical stretching of the explant. Importantly, mechanically activated genes are expressed during normal development in the trunk, i.e., in the stretched part of the embryo. By contrast, genes inhibited by mechanical stretching are normally expressed in the anterior neuroectoderm, where mechanical stress is low. For the first time, to our knowledge, these results confirm that MTs may play a role in a long-range signaling factor that regulates global patterning of the embryo.

## 2. Results

### 2.1. The Head and Trunk Parts of the Neuroectoderm Experience Different Mechanical Tensions

As shown by tracing immediate mechanical reactions of the incised tissues, the head region of the neuroectoderm is compressed along the anteroposterior axis, whereas the trunk region of the neuroectoderm is stretched along this axis [15,16]. This finding indirectly suggests that if MTs do indeed play a role in regulatory signaling, they may specify different types of cell differentiation in the trunk and head regions of the neural anlage.

First, to confirm that cells in the trunk and head regions of the neuroectoderm indeed undergo different MTs by a noninvasive method, we used the genetically encoded mechanical sensor VinTS [17]. This sensor was generated on the base of the vinculin molecule; in the middle of this molecule, a frequency resonance energy transfer (FRET) pair of fluorescent proteins, mTFP and Venus, separated by a fibroin elastic bridge, was inserted. As is known, the head part of Vinculin is attached to cell contacts, while its tail part binds the actin filaments. As a result, changes in MTs on cell contacts lead to stretching of VinTS, which results in changes of FRET intensity [17] (Figure 1A). A similar approach has been usen independently of us by [18], but we used a significantly lower amount of RNA (approximately 100 times lower) to reduce possible error resulting from a low percentage of mechanosensor incorporation into the cytoskeleton.

VinTS expression was established by injections of VinTS mRNA into early embryos followed by selecting of embryos with uniform distribution of VinTS fluorescence within the neural anlage (Figure 1A). During neurulation, compared with cells in the trunk region, cells in the anterior region of the neural plate were characterized by a significantly lower level of MTs applied to VinTS (Figure 1A, Movie S1). At the same time, experiments with the control VinTSΔC sensor, which demonstrates constant, tension-independent high FRET level, revealed no visible difference between head and trunk areas (Figure 1B, Movie S2).

To validate the data obtained using the VinTS mechanosensor, we analyzed whether the intensity of expression and uneven distribution of the mechanosensor within the embryo affects FRET. Image analysis showed a low correlation coefficient between the glow intensity in the green and cyan channels (Figure S1A). When comparing the VinTS mechanosensor with the control VinTSΔC, the normalized FRET value turned out to be almost twice as high in the control (Figure S1B). A summary graph of FRET distribution along the anterior–posterior axis clearly demonstrated the presence of a gradient of FRET within the neuroectoderm, whereas in the case of VinTSΔC microinjections, no FRET gradient was observed (Figure 1D,H and Figure S1D).

This result is consistent with the putative role of MTs as a factor that may regulate the anteroposterior patterning of the neural plate.

To confirm morphogenetic relevance of reported changes in FRET intensity, we analyzed accompanying tissue deformation, as it may reflect mechanical status of the tissue [16,19,20]. For that purpose, we analyzed time-lapse images of cells in head (Figure 2A) and trunk (Figure 2B) regions of st. 14–15 *Xenopus* neurula collected during a 20 min interval. We found this time interval sufficient to detect core alteration in cell shapes (Figure S2). We first evaluated tissue-level deformation by analyzing shape change of integral ROIs including all segmented cells (Figure 2C,D). The minor axis of integral ROI was predominantly shortened both in head and trunk regions (12.04% and 13.62% respectively), while the length of the major axis did not change (head region, −0.17%) or was being elongated (trunk region, 13.43%). Cell displacements underlying tissue deformation were also qualitatively different in two regions. In the head region, directions of cells’ displacements were conserved along the entire anteroposterior axis and were headed toward the anterior pole (Figure 2C, black arrows), resulting in uniform spatial distribution of the order parameter (Figure 2C′,C″). This reflects translational shift of the entire region. On the contrary, in the trunk region, we detected spatially bifurcated cell displacements (Figure 2D, black arrows), and spatial distribution of the order parameter was noticeably separated in two successive domains (Figure 2D′,D″, black dotted boxes). At the same time, we found a statistically significant increase in the mean eccentricity of cells during observation only in the trunk region (*p* = 0.041), while the apical area of the vast majority of cells in this location did not change (Figure 2F). The latter indicates that the reported increase in eccentricity in the case of the trunk region is due to elongation of the cells. This elongation coincides with the predominant orientation of cells’ major axes parallel to the anteroposterior direction, i.e., the direction of presumed stretching (Figure S3D′,D‴).

In summary, these data lead us to a conclusion about the presence of tensile force in the neural plate that stretches the trunk region. To finally verify this suggestion, we compared morphometric data from intact embryos with data from double explants (Figure S3A,B) and found that stretched explants mostly correspond to the trunk region at 20 min (Figure S3D′–D‴). Although we found no evidence that the head region is being stretched in a similar way, we note that in the head region, lateral shrinkage together with persistent length of the major axis of the integral ROI is accompanied by nearly 16–17% reduction in the apical surface of cells (Figure 2F), indicating that anteroposterior shortening of the head region is mechanically constrained. Together with results obtained by the VinTS sensor, these data lead us to the conclusion that while the trunk region of the neural plate is stretched in the anteroposterior direction, stretching of the head region in this direction is being constrained, and the whole region is mostly characterized by shrinkage of the ROI area.

### 2.2. Modeling Stretching of the Trunk Neuroectoderm in Explants of the Dorsal Gastrula Ectoderm

During the process of convergent extension, the chordamesoderm and overlying neurectoderm are extended several times along the anteroposterior body axis (Figure 3A) because of mediolateral intercalation of its cells towards the midline of embryo, generating MTs within cell sheets. Importantly, if the neuroectoderm is separated from the underlying chordamesoderm and isolated, it extends to a much lesser extent than it would in normal development [21]. Moreover, the outer layer apparently cannot extend by itself at all but is stretched in normal development only due to the tensile forces produced by underlying tissues [22]. These results indicate that the neuroectoderm is mainly stretched passively due to active elongation of the underlying chordamesoderm. This fact provides an opportunity to experimentally mimic the external stretching force that is normally generated by the extending chordamesoderm and identify mechanosensitive genes.

To this end, we cut off, at the middle gastrula stage, the rectangular explants, combined them in pairs, inner sides to each other, and used an earlier developed approach to stretch these sandwiches pinned to an agarose substrate by thin glass needles [23]. However, as the cells of the explants begin to actively rearrange in response to stretching, which results in relaxation of the explant after 10–15 min of stretching, this technique involves periodic changes in the needle positions. As a result, this leads to severe damage to the explants. In addition, standardizing the degree of stretching of explants is very difficult with this method.

To circumvent these difficulties, we developed an original method that allowed us to stretch the explant by moving the agarose blocks to which it was pinned with glass needles instead of remounting the needles (Figure 3B and Figure S4). As a result, we could obtain reproducibly thoroughly elongated explants, with a final length up to 6–8 times the initial length. In the following experiments, the explants were stretched typically 2–3 times within 3 h, which approximately corresponds to the degree of stretching of the neuroectoderm in normal development. By using this technique, we obtained three independent series of pinned nonstretched (control) and stretched double-explants of the gastrula neuroectoderm (Figure 4A). It should be noted that no signs of self-stretching were observed in the control explants.

### 2.3. Differential Gene Expression in Stretched and Nonstretched Explants

To reveal possible differences between gene expression in stretched and nonstretched explants, we compared their transcriptomes using high-throughput sequencing (Table S2). 

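Double explants, which are pairs of gastrula neuroectoderm pieces joined by their inner sides, were kept pinned for 3 h with or without stretching, and poly(A) RNA from 3 control and 3 stretched samples was sequenced. The explants were cut at stage 11 to 11.5 according to the paper and at stage 11.5 according to the sample labels. The values analysed here are the statistics that the authors computed from these samples for stretched against control explants. For each gene, the authors' deposited table gives a log2 fold change, an average log2 CPM (over the samples of the authors' fit), an F from a quasi-likelihood F-test, a p-value and an FDR. It holds 42549 genes, of which 12476 have an F of 0 at the lowest average log2 CPM and 30073 have an F above 0. Since Xenopus laevis is an allotetraploid frog, many genes occur as a pair of homeologs, and these are listed apart with the endings .L (12690 genes) and .S (9534 genes). Reads that fit both homeologs could be counted for either, so that the split between .L and .S is uncertain.

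Values for single samples were not used here, so no spread between replicates, depth per sample or fit without a given replicate can be given. The paper states at least 30 M reads generated for each sample, and the depth behind the values of the authors' deposited table is unknown. The p-values of the authors' deposited table were adjusted over all 42549 genes by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p under 0.05. An approximate standard error was taken as the absolute log2 fold change divided by the square root of F. For 90.2% of the 27152 genes where this could be solved, the p-value was the upper tail of an F distribution with 1 and 85350 degrees of freedom. So many degrees of freedom cannot come from the 6 samples of 1 gene. The p-values and the approximate standard errors thus rest on a spread pooled over genes, not on that gene's own spread between replicates. Each p-value was compared with the smallest p that its F allows, which is the upper tail of a chi-square distribution with 1 degree of freedom. In 13 rows, belonging to 7 genes of Figure 4B, the p-value lies below that limit by more than 2%.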

Because this approach can produce large data scatter (since it is impossible to excise explants exactly the same), we verified the obtained data using quantitative RT-PCR. 

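Between stretched and control explants, 264 genes differed at an adjusted p under 0.05 (Benjamini-Hochberg, over the p-values of the authors' deposited table), 117 of which were higher and 147 lower in stretched explants. Among the lower ones are 8 rows with a p-value below the smallest p their F allows. Most changes were small, with a median log2 fold change of 0.35 among the higher genes and -0.53 among the lower ones in the authors' deposited table. socs3.S, a suppressor of cytokine signaling, had a log2 fold change of 1.73 in the authors' deposited table, with an approximate standard error of 0.24 (adjusted p = 6.77e-07). The authors' deposited table gives 0.82 for the transcription factor cebpd.L, 0.88 for the AP-1 subunit fosl1.L, 0.79 for socs2.L and 1.06 for the receptor tnfrsf12a.L. prss8l.4.S, a serine protease gene, stood at 1.47 and 2 genes without a symbol, LOC121396948 and LOC121393141, at 0.81 each in the authors' deposited table. Of 69 rows of immediate early and wound response genes, listed before the authors' deposited table was examined but after Table S2, which holds 3 of them, was seen, 7 were higher and 3 lower (12 higher and 4 lower when adjusted over the list alone), and as a group they were higher (cameraPR on the signed square root of F, adjusted p = 6.00e-06). Among 61 rows of non-neural ectoderm and epidermis genes, 4 were higher and none lower (12 and none when adjusted over the list alone; adjusted p of the group = 1.90e-12 from the same test). These 4 were the epidermal regulators grhl1.L, grhl3.L and grhl3.S and the keratin gene krt12.5.S, with log2 fold changes of 0.25, 0.22, 0.22 and 0.20 in the authors' deposited table. The p-values of such group tests measure a spread across genes and not between replicate samples.

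Among the genes that passed, the lowest fold change was that of myf5.S. This gene, which encodes a myogenic factor, had a log2 fold change of -4.61 with an approximate standard error of 0.96 in the authors' deposited table (adjusted p = 0.00101), and its average log2 CPM was -0.20. The Wnt antagonist gene frzb2.S had -4.55 (approximate standard error 0.94, adjusted p = 9.66e-04), also at a low average log2 CPM of -0.23 in the authors' deposited table. At such levels the fold change depends on few reads. In the authors' deposited table the log2 fold change was -2.27 for foxc2.S, -2.24 for the matrix protease mmp21.L, -2.18 for the morphogen shh.L, -1.85 for gbx2.1.S and -1.80 for the fibrillin fbn3.L. Among the lower genes analysed here, the lowest p-values belonged to mef2d.S (-0.91), rbm20.L (-0.95), 1a11.L (-0.76), akap12.L (-0.42) and the laminin lamb1.L (-0.49). The values in parentheses are log2 fold changes of the authors' deposited table. Among higher genes, XB5812047.L (0.39) had a low p-value with a small fold change in the authors' deposited table. Of 157 homeolog pairs with a changed member, 132 (84.1%) had fold changes of the same sign, against 57.8% of all 6666 pairs. The former were picked for a change, and they include the gsc, otx2, cd82 and six3 pairs, whose p-values lie below the limit of their F. Reads shared between homeologs could also give like signs, so this comparison is a description only.

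With an absolute log2 fold change above 1 and an unadjusted p under 0.01, the authors' deposited table gives 83 genes, 17 higher and 66 lower. The copy of Table S2 used here holds 83 of the 84 genes, and all 83 match the authors' deposited table in fold change, log2 CPM, F and p-value within a relative difference of 1e-04. Of these 83 genes, 37 passed the adjusted p, and 44 had an average log2 CPM under 1. The count falls to 39 when only genes with an average log2 CPM above 1 are kept.

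**Figure D1:**
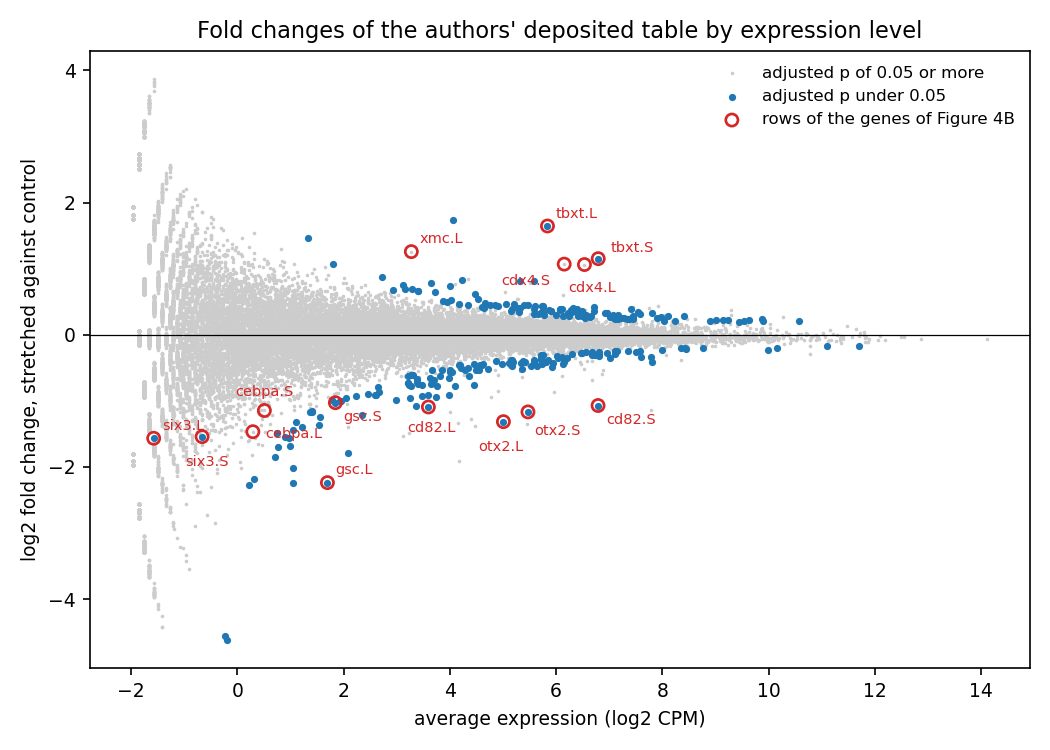
Log2 fold change of stretched against control explants (vertical axis) by average log2 CPM (horizontal axis) for the 30073 genes with an F above 0 in the authors' deposited table. Filled blue points are the 264 genes with an adjusted p under 0.05, grey points the others, and red circles the 15 rows of the genes of Figure 4B.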

After such “filtering” of the top 84 genes (selected according to the LFC and P value criteria, Table S2), only 8 remained, the expression of which changed reproducibly in stretched explants compared to nonstretched ones. This set of genes included *cdx4*, *tbxt,* and *xmc*, which were upregulated, and *cd82*, *cebpa*, *gsc*, *otx2*, and *six3,* which were downregulated (Figure 4B). Interestingly, all three genes whose expression was upregulated in stretched explants (*cdx4*, *tbxt,* and *xmc*) are expressed in the trunk, stretched, region during normal development, whereas four of the five genes, whose expression was downregulated in stretched explants, are normally expressed in the head region of the embryo (*cd82*, *gsc*, *otx2*, and *six3*) (Figure 4C). It is important to note that all of these genes are involved in regulating the specification of the head and trunk parts of the anterior–posterior embryonic axis, respectively. Thus, the data obtained indicate the important role of MTs in this specification.

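Of 49 rows of posterior and trunk genes, listed before the authors' deposited table was examined, 2 were higher and 7 lower in stretched explants (5 and 17 when adjusted over the list alone). Both higher rows were homeologs of tbxt, and the other 3 of the 5 were those of cdx4 and xmc, whose p-values lie below the limit of their F. The lower ones included the T-box gene tbx6.S, with a log2 fold change of -1.69 and an approximate standard error of 0.40 in the authors' deposited table (adjusted p = 0.00747), and the signaling genes fgf8.S (-0.73, adjusted p = 0.00477) and wnt8a.L (-0.79, adjusted p = 0.0147). The Wnt-responsive factors sp5.L and sp5l.L stood at -0.54 and -0.25 in the authors' deposited table, and tbxt.2.S, a brachyury-related gene, at -1.45. As a group the posterior and trunk genes were lower, with a median log2 fold change of -0.27 in the authors' deposited table (cameraPR, adjusted p = 2.31e-07).

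Of 60 rows of anterior neural and head genes, none was higher and 9 were lower (none and 11 when adjusted over the list alone), and the group was lower (adjusted p = 2.31e-07 from the same test). Without the 6 rows of cd82, otx2 and six3, whose p-values lie below the limit of their F, 3 were lower, namely zic2.L, fgf8.S and otx1.S (5 when adjusted over the list alone), and the group remained lower (adjusted p = 1.88e-06). zic2.L had a log2 fold change of -0.53 and otx1.S, a paralog of otx2, of -1.07 in the authors' deposited table. Among 31 rows of head organizer and prechordal mesoderm genes, 11 were lower and none higher (18 and none when adjusted over the list alone; adjusted p of the group = 1.26e-21). Leaving out the 4 rows of gsc and otx2, 7 of them were lower. These were admp.L, lhx1.S, fst.L, cer1.S, nog.L, frzb2.S and shh.L, and in the authors' deposited table the log2 fold change was -0.47 for admp.L, -0.92 for lhx1.S, -1.22 for fst.L, -1.39 for cer1.S and -0.99 for nog.L. Of 44 rows of hindbrain and spinal cord genes, 3 were lower and none was higher (8 and none when adjusted over the list alone; adjusted p of the group = 4.32e-08). Among these were hoxd1.L and meis3.L, with log2 fold changes of -0.57 and -0.51 in the authors' deposited table. The values of Table S2 had been seen when the lists were made, and it holds 9 rows of the posterior and trunk list, 7 of the anterior list and 8 of the organizer list, so that these counts are not independent of it.

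**Figure D2:**
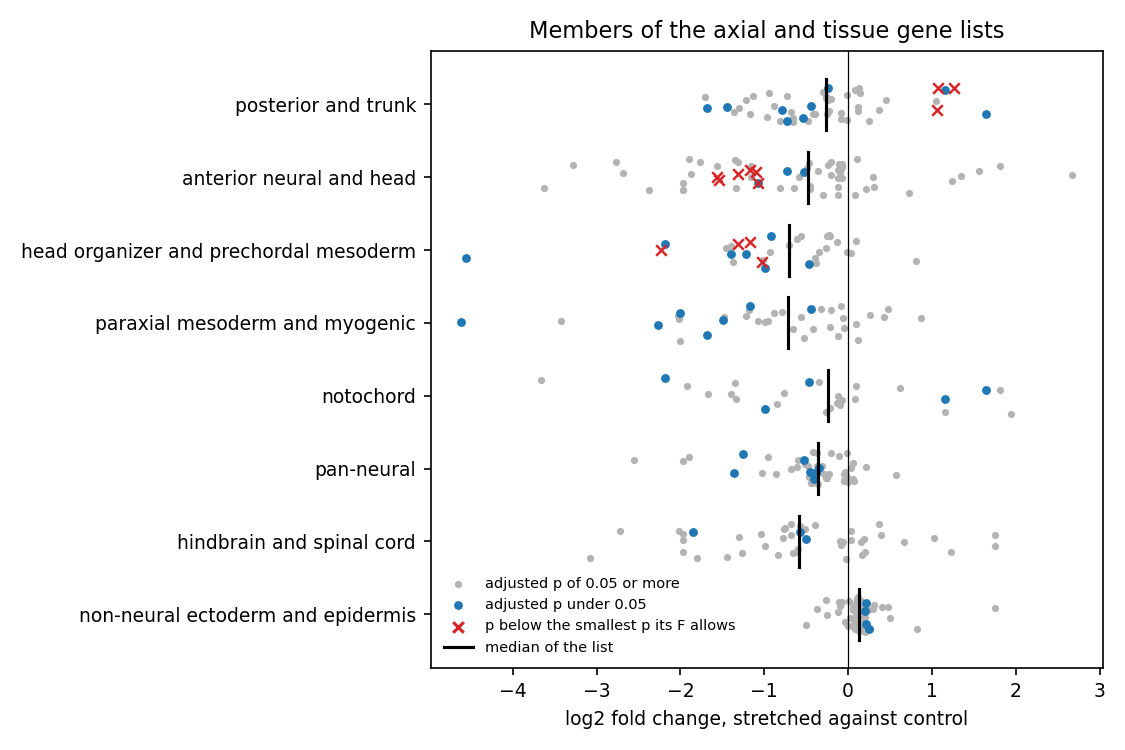
Log2 fold change of stretched against control explants in the authors' deposited table (horizontal axis) for the members of 8 gene lists (vertical axis; points are spread vertically to be seen). Blue points have an adjusted p under 0.05, red crosses are rows with a p-value below the smallest p their F allows, and black lines are list medians, which lie below 0 for every list shown but non-neural ectoderm and epidermis.

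From the 8 genes that remained after qRT-PCR, of which those upregulated are normally expressed in the trunk and 4 of the 5 downregulated ones in the head (Figure 4B,C), and from their part in specifying the head and trunk, the paper reasons that the data point to an important role of mechanical tensions in this specification.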

## 3. Discussion

One of the key problems in modern developmental biology is the identification of feedback between morphogenesis and gene expression. In this work, for the first time, we demonstrated the dependence of the expression of several genes that regulate the axial patterning along the anterior–posterior axis of the *Xenopus laevis* embryo on the distribution of MTs along this axis. MTs arise in the neuroectoderm and underlying axial mesoderm as a result of the dorsal convergence of cells in these tissues during gastrulation and neurulation. About 50 years ago, by measuring the dehiscence of small cuts margins in neuroectoderm at the neurula stage, the data indicated stronger MTs in its trunk region [16]. Here, we used two noninvasive methods (a genetically encoded FRET-based mechanosensor VinTS and cell morphometry) to evaluate the distribution of MTs. The fluorescent mechanosensor approach was also used, independently of us, by [18]. These authors used an actinin-based mechanosensor and obtained different, but not contrary to ours, results (the difference between neural and non-neural ectoderm), which can be explained by a different working principle of the sensor, as well as a significant difference in the levels of the sensors’ expression in the embryo (100 times higher than in our work, which can lead to a smaller percentage of its integration into the cytoskeleton).

To confirm the results obtained using VinTS sensor by an independent method, we analyzed the deformation of the tissue by means of the time-lapse cell morphometry. The overall length of a time-lapse sequence is two times shorter than the mean time of cell rearrangements in the neural plate outer ectoderm layer [25]. Thus, the reported deformations do not result from cell rearrangements and reflect mostly passive deformation of tissue. Our data led us to the conclusion that, in the trunk region at least, the outer ectoderm layer is being stretched during neurulation.

Further, we decided to identify the genes whose expression could be regulated by MTs arising in the stretched trunk part of the neurectoderm. The phenomenon of mechanodependent regulation of the expression of individual genes has been found in various biological models. In addition to the pioneering works [7,9], it has recently been shown that MTs, for example, play a key role in digit formation [12], gut rotation [13], and stem cell self-renewal [26]. However, to date, a full-scale search for mechanodependent genes in embryogenesis has not been carried out. 

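Both homeologs of tbxt (brachyury), a T-box regulator of mesoderm, had positive log2 fold changes in stretched explants. In the authors' deposited table tbxt.L had a log2 fold change of 1.64 (3.13-fold) with an approximate standard error of 0.22, and tbxt.S of 1.15 (2.22-fold) with 0.15. Their Benjamini-Hochberg adjusted p, computed from the p-values of the authors' deposited table, was 2.59e-07 and 2.39e-07, and no other gene of the 42549 had a lower p-value. Ranks implied by the FDR run to 42675, and some early ranks are not represented among these rows. Genes not analysed here could therefore have a lower p-value. The F of tbxt.L was 55.2 and that of tbxt.S 56.8, the largest among the rows analysed here. In both rows the p-value is above the one recomputed from F. The FDR is below what the p-value gives, so that these columns do not match one another. The approximate standard errors are above those of sox2.L (0.08) and pygm.S (0.07), genes of like log2 CPM. The tbxt fold changes are thus large for their F, and their size is uncertain.

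The fold changes of the caudal-type homeobox gene cdx4 and of xmc (marginal coil) were also above 1 on the log2 scale, but these rows did not pass the adjusted p. The authors' deposited table gives log2 fold changes of 1.06 for cdx4.L, 1.07 for cdx4.S and 1.26 for xmc.L. Adjusted over all genes of the authors' deposited table, their p was 0.171, 0.119 and 0.0686. With fewer genes adjusted together xmc.L passed, over genes with at least 1 count (adjusted p = 0.0485) or with an average log2 CPM above 0 (0.0308) or above 1 (0.0280), cdx4.S passed over the last of these alone (0.0485), and cdx4.L over none. The F of these rows in the authors' deposited table is 0.946 for cdx4.L, 0.762 for cdx4.S and 1.22 for xmc.L. An F of this size allows no p below 0.331, 0.383 and 0.270, respectively, and the p-values of the authors' deposited table are 0.00173, 0.00107 and 4.69e-04, beside an FDR of 1 in each row. Other rows of the authors' deposited table with like F and log2 CPM had median absolute log2 fold changes of 0.07, 0.07 and 0.18.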

Here, we conducted the first comprehensive search for mechanodependent genes using RNA-seq and found that at least three genes upregulated in the dorsal ectodermal midgastrula explants subjected to stretching (*tbxt*, *cdx4,* and *xmc*). Consistently, during normal development, these genes are expressed in the trunk, which is a more stretched region of the embryonic body axis. 

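The rows of gsc, otx2, cd82, six3 and cebpa all had negative log2 fold changes in stretched explants. In the authors' deposited table the log2 fold change was -2.24 for gsc.L and -1.03 for gsc.S, homeologs of the organizer gene goosecoid. It was -1.31 for otx2.L and -1.17 for otx2.S, which encode a homeobox regulator of the head, and -1.57 for six3.L and -1.54 for six3.S in the authors' deposited table. The tetraspanin gene cd82 had -1.09 (cd82.L) and -1.07 (cd82.S), and cebpa, which encodes a CCAAT/enhancer binding protein, -1.47 (cebpa.L) and -1.15 (cebpa.S) in the authors' deposited table. The average expression ranged from a log2 CPM of 6.79 for cd82.S to -1.58 for six3.L, which is close to the lowest value of the authors' deposited table (-2.08).

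After adjustment of the p-values of the authors' deposited table over all genes, 8 of these 10 rows passed, with adjusted p from 0.0237 (gsc.S) to 0.0455 (six3.S), and cebpa.L and cebpa.S did not (0.0514 and 0.0644). The cebpa rows passed when adjusted over genes with at least 1 count (adjusted p = 0.0364 and 0.0455) or with an average log2 CPM above 0 (0.0232 and 0.0290). In each of the 10 rows the p-value lies below the smallest p that the F of the row allows. The F of the authors' deposited table was highest for gsc.L (8.13), followed by cd82.S (4.71), and lowest for six3.L (0.0984). An F of 8.13 allows no p below 0.00434, whereas the authors' deposited table gives gsc.L a p of 1.19e-04. For cd82.S the limit was 0.0300 against a p of 1.40e-04 in the authors' deposited table, and for six3.L it was 0.754 against 2.54e-04. The fold changes are out of line with F as well. Other rows with like F and log2 CPM had median absolute log2 fold changes of 0.69 for gsc.L, 0.14 for cd82.S, 0.15 for otx2.L and 0.09 for otx2.S. In each of the 10 rows except six3.S (median 1.45) the absolute log2 fold change was above the 99th percentile of such rows. With p recomputed from F, chosen after seeing the data, none of the 10 rows passed the adjusted p. The FDR of the authors' deposited table was 0.372 for gsc.L, 0.819 for cd82.S and 1 for the other rows.

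**Figure D3:**
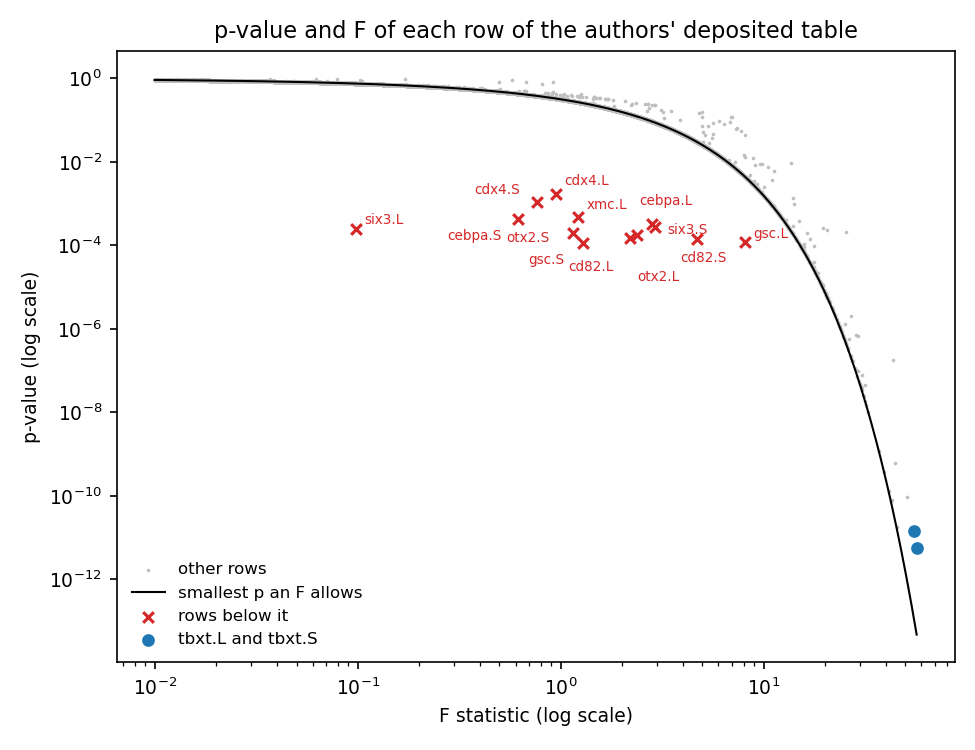
The p-value (vertical axis, log scale) by F (horizontal axis, log scale) of rows of the authors' deposited table with an F above 0.01. The black line is the smallest p an F allows; 13 rows of cdx4, xmc, gsc, otx2, cd82, six3 and cebpa (red crosses) lie below it, and tbxt.L and tbxt.S (blue points) lie above it.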

At the same time, the identified five stretch-inhibited genes (*gsc*, *otx2*, *cd82*, *six3,* and *cebpa*) are normally expressed in the less-stretched region, the head region of the embryo. Below, we briefly describe the data known from the literature on the expression and function of these eight genes in the early development.

### 3.1. Stretched-Activated Genes

*tbxt (brachyury)* is an important regulator of mesoderm specification as well as the development of the posterior region of the embryo [27,28]. During the middle gastrula stage, when we excised dorsal ectoderm explants for stretching experiments, this gene is expressed in two outer cell layers of the marginal zone, the region included in the explants [29]. Thus, the fact that our experiments revealed the expression of *tbxt*, the expression of which is predominantly associated with the embryonic mesoderm, cannot be considered unexpected. Interestingly, *tbxt/brachyury* was previously identified as mechanosensitive in *Danio* and *Nematostella* embryogenesis [7,30], which confirms the validity of our screen. Also, the increase in *tbxt* expression we observed may indicate the role of MTs in the regulation of the balance between neural and mesodermal differentiation in the neuromesodermal competent population. It is known that such a balance is determined by *sox2* and *tbxt* [31,32]. 

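The neural gene sox2.L had a log2 fold change of -0.29 in the authors' deposited table, with an approximate standard error of 0.08, and did not pass the test (adjusted p = 0.0661, Benjamini-Hochberg over the p-values of that table). It passed when fewer genes were adjusted together, namely those with at least 1 count (adjusted p = 0.0468) or with an average log2 CPM above 0 (0.0298) or above 1 (0.0270). Of 48 rows of pan-neural genes, none was higher and 7 were lower in stretched explants (none and 11 when adjusted over the list alone; adjusted p of the group = 1.41e-15 from cameraPR). They included sox3.L, a relative of sox2, with a log2 fold change of -0.34 in the authors' deposited table (adjusted p = 1.43e-04), and the RNA-binding protein gene msi1.S with -0.41.

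Genes of paraxial mesoderm were lower while tbxt was higher. Of 36 rows of paraxial mesoderm and myogenic genes, 8 of which are in Table S2 and had been seen, none was higher and 7 were lower (none and 13 when adjusted over the list alone; adjusted p of the group = 9.06e-14). Beside myf5.S, tbx6.S and foxc2.S these were myf5.L, with a log2 fold change of -2.01 in the authors' deposited table (adjusted p = 8.34e-04), the oscillating gene hes7.1.L, foxc1.S and aplnr.S. Among 26 rows of notochord genes, 2 were higher, both of them tbxt homeologs, and 3 were lower, namely admp.L, shh.L and nog.L (2 and 8 when adjusted over the list alone; adjusted p of the group = 0.00333, lower).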

Respectively, MTs can guide neuromesodermal cells into mesodermal differentiation.

Similar to other *cdx* genes, *cdx4* is a well-known posterior regulator, which is expressed like *tbxt* in the outer layers of the gastrula marginal zone [33]. Knockdown of *cdx* genes results in severe posterior truncation, accompanied by a posterior shift and reduction in 5′ *Hox* gene expression. *cdx* and *wnt3* are components of a positive feedback loop operating at the posterior region of the embryo [34,35].

*xmc* is also expressed predominantly in the posterior part of the embryo, including outer layers of the gastrula marginal zone [36]. Knockdown of *xmc* results in the reduced elongation of the anteroposterior axis and inhibition of morphogenetic movements in embryos [36,37].

### 3.2. Stretched-Inhibited Genes

*gsc* is a well-studied key regulator of anterior structures. This gene promotes head organizer activity by repressing the canonical Wnt pathway in the anterior region of the embryo [38]. Knockdown of *gsc* leads to a reduction in head structures, including cyclopia and holoprosencephaly [39]. Moreover, *gsc* controls the anterior migration of cells [40].

*otx2* is another important regulator of head development [41,42]. *otx2* represses the expression of *tbxt* and *wnt11* and inhibits convergent extension movements [43].

*six3* also is a well-known regulator of anterior structures, such as telencephalon and eyes [44,45]. It is a marker of the anterior-most brain region not only in vertebrates, but in all studied bilaterian animals [46]. It functions in anterior neural plate specification, inhibiting Wnt and Bmp4 signaling [47,48,49,50,51].

*cebpa* encodes a homologue of vertebrate CCAAT/enhancer binding protein, C/EBP, that is poorly studied in *Xenopus*. This gene participates in the establishment and migration of the primitive myeloid lineage [52,53] and is involved in the regulation of the cell cycle as well as in the maintenance of body weight.

*cd82* is poorly studied in *Xenopus*. This gene is expressed in eyes and plays a role in endoderm patterning [54]. In humans, *cd82* is a marker of myogenic stem cells [55]. It regulates cell migration [56,57] and participates in bone growth [58]. According to our unpublished data, in early *Xenopus* embryos, *cd82* is expressed in the nervous system, predominantly in its anterior part.

### 3.3. Possible Mediators of the Mechanotransduction

During normal development, the longitudinally stretched, trunk part of the embryo is characterized by a higher levels of canonical Wnt/beta-Catenin signaling. Moreover, this signaling pathway reportedly mediates mechanodependent activation of *twist* in *Drosophila* and *notail/brachyury* in *Danio* upon beta-Catenin phosphorylation of tyrosine at position 667 [7,8].

It is logical to assume that in our case a similar mechanism is involved. However, of the genes identified in our screen, only *cdx4* is a transcriptional target of Wnt/beta-Catenin [59,60]. The role of Wnt/beta-Catenin in the regulation of the *xmc* gene is unknown. Moreover, *tbxt* has been shown not to be a target of Wnt/beta-catenin in *Xenopus* [61,62] unlike, for example, mouse ES cells [63]. Together with our unpublished data, this leads us to doubt the role of Wnt/beta-Catenin pathway as a mechanotransducer in our model system, and raises a logical question: What other mechanism(s) can mediate mechanotransduction?

A possible candidate for this role is the FGF/MAPK/Erk pathway. It is known from the literature that FGF/FGFR has a posteriorizing effect on *Xenopus* embryonic tissues [64,65,66,67]. This is in good agreement with our hypothesis about the role of mechanical stresses in the anteroposterior patterning of *Xenopus* embryos. In addition, all genes that are activated during explant elongation in our experiments (*cdx4*, *xmc,* and *tbxt*) are positively regulated by the FGF/MAPK cascade during normal development [36,68,69,70]. Recent papers describe the activation of FGFR and ERK kinases by mechanical stress (centrifugation and stretching) [71,72], which makes this cascade the most suitable candidate for the role of a mechanotransducer. Further research may shed light on this issue.

## 4. Materials and Methods

### 4.1. VinTS Cloning, RNA Microinjection, Image Acquisition, and Processing

Vinculin mechanosensor VinTS in a pcDNA3.1 plasmid [17] was obtained by the Addgene company (http://www.addgene.org/26019) (Watertown, MA, USA) (accessed on 15 May 2014). For in vitro synthesis of mRNA, the mechanosensor was recloned into the pCS2+ plasmid vector by HindIII (blunted)-XbaI restriction site (insert) and BamHI (blunted)-XbaI restriction site (vector). VinTSΔC control sensor was made by deletion of the NotI-NotI fragment, with subsequent subcloning into pCS2+ as was made for VinTS.

For mRNA synthesis, pCS2-VinTS and pCS2-VinTSΔC were linearized by Acc65I, and capped mRNA was synthesized using the SP6 mMESSAGE mMACHINE Transcription kit (Ambion, Naugatuck, CT, USA). Microinjections into *Xenopus* embryos were performed at the stage of two blastomeres (10 pg mRNA per each blastomere).

Time-lapse imaging of embryos was performed on a Leica M205 FA fluorescence microscope (Leica Camera AG, Wetzlar, Germany.) at the rate of 1 image pair every 2 min in CFP ET (excitation at 436/20 nm, emission at 480/40 nm) and GFP3 ET (excitation at 470/40 nm, emission at 525/50 nm) channels (excitation/emission peaks of the mTFP1.0 FRET donor were 462/492 nm and those of the mVenus FRET acceptor were 515/528 nm).

The series of images was processed using freely available ImageJ 1.46r software (https://imagej.net/ij/download.html, accessed on 10 April 2016). FRET intensity in each point of the embryo image was evaluated by the ratio of FRET donor and acceptor emission intensities using the integrated “image calculator” function. The ratio of intensities was visualized by the ImageJ 1.46r software using pseudocolors, with red corresponding to high level of FRET (low level of mechanical tensions) and yellow and blue corresponding to lower level of FRET (higher level of mechanical tensions).

### 4.2. FRET Validation

FRET measurements were performed as described with few modifications [73]: namely, background removal was performed by subtracting autofluorescence of 3–4 uninjected control embryos in the green and cyan channel. FRET gradients were calculated as follows: first, one-dimensional profiles of an integral FRET signal per line were generated along the anterior–posterior axis. Second, to obtain a mean FRET value per line, the FRET profile was divided by a binary mask profile, generated from the green channel. The resulting profile shows the mean FRET value along the axis, i.e., the FRET gradient of interest. Data were obtained in ImageJ 1.46r (see above) and processed in Excel 2016.

A possible influence of the injected mRNA distribution within the embryo on the FRET signal was checked by a correlation method: the green channel, showing the distributed injected material, was correlated with the cyan channel [74]. The obtained Pearson’s statistics were taken into account to weight the mRNA distribution influence on the FRET signal. Data were obtained in ImageJ using Image Correlator plugin. Data analysis was performed in Python using a customized code deposited under BSD-2 license (https://github.com/nataliyakolyupanova/vints_correlations/, accessed on 10 September 2023).

### 4.3. Cell Morphometry

To visualize cells for time-lapse imaging, we performed injection of membrane (GAP43-GFP) and nuclei (H2B-mCherry) RNA markers at 2 or 4 blastomere stage. Plasmids containing sequences of interest were kindly provided by Dietmar Gradl (Karlsruhe Institute of Technology, Karlsruhe). After injection (~230 pg in total volume 9.2 nL for each marker), embryos were cultured at until st. 14–15. For time-lapse imaging, embryos were transferred to 1× MMR, devitellinized with metal forceps, and, after 5 min, transferred to 35 mm glass-bottomed Petri dishes inside the well in LMP agarose on 1× MMR. Embryos were imaged using Olympus FV-10i LSCM equipped with 10× 0.4 NA UPLSAP objective under 2×–2.6× digital zoom and laser transmissivity = 50% for both channels. Images were collected every 1 min during 20 min intervals for both head and trunk regions.

Image segmentation was performed using the MATLAB module of EpiTools 2.1.6. image processing software (https://github.com/epitools/epitools-matlab/releases, accessed on 2 December 2016). Generated cell boundaries were exported in the form of *.png or *.TIFF images and further processed with EpiTools 2.1.6 plugins for the ICY bioimaging platform.

Exported data were further processed using the ICY bioimaging platform (https://icy.bioimageanalysis.org/, accessed on 10 September 2019), Microsoft Excel 2016, and STATISTICA 10 (http://statsoft.ru/resources/support/download.php?ysclid=lq3zdy6yv9567487005, accessed on 10 September 2019). The ICY bioimaging platform was used to extract coordinates of cell centroids, length of major and minor axes, and cell area values. Microsoft Excel 2016 was used to calculate cell displacement angles and corresponding cosine values based on coordinates of cell centroids, cell eccentricity based on length of major and minor axes, and area index based on cell area values. For detailed description of morphometric analysis, including plugins and formulas, see Supplementary Information. Statistical difference was calculated using the Mann–Whitney U-test in STATISTICA 10. STATISTICA 10 was also used for bar charts.

### 4.4. Cutting and Stretching Explants

The procedure for preparing explants was adapted from Belousov et al., 1999. Xenopus embryos were grown until st. 11–11.5. At this stage, the embryos were devitellinized using forceps. Then, explants were cut off in 0.8× MMR solution by using an eye micro-knife and a glass rod, combined in pairs, with inner sides to each other, and head to head (that is, dorsal side to dorsal), pinned to an agarose substrate by thin glass needles, and stretched within 3 h (see Supplementary Figure S4 for details). Control explants were pinned to agarose, but not stretched. After 3 h, stretched and control explants were lysed in TRIzol for further RNA isolation and analysis.

### 4.5. High-Throughput Sequencing

All RNA purifications and RNA-seq analysis were performed using Genoanalytica (Moscow, Russia). Briefly, total RNA was extracted from the samples with Trizol reagent according to the manufacturer’s protocol. Quality of RNA was checked with BioAnalyser and RNA 6000 Nano Kit (Agilent, Santa Clara, CA, USA). Poly(A) RNA was purified using Dynabeads^®^ mRNA Purification Kit (Ambion, Naugatuck, CT, USA). Illumina library was made from poly(A) NEBNext^®^ Ultra™ II RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s protocol. Sequencing was performed on Illumina HiSeq1500 (Illumina, San Diego, CA, USA) with 50 bp read length. At least 30 million reads were generated for each sample. Reads were mapped to the genome using Star Aligner (http://code.google.com/p/rna-star/, accessed on 15 September 2013) and the fold changes of gene expression were calculated using DEseq2.0 software (https://www.encodeproject.org/software/deseq2/, accessed on 15 September 2013). Raw RNA-seq data were deposited to GEO database under the accession number GSE246027.

### 4.6. Xenopus Single-Cell Transcriptomic Data Analysis

To analyze the publicly available database “Xenopus Jamboree!” (https://kleintools.hms.harvard.edu/tools/currentDatasetsList_xenopus_v2.html, accessed on 15 September 2019) [24], we used scripts deposited under the BSD-2 license https://github.com/comcon1/xenopus-jamboree-analyzer, accessed on 15 September 2019 as described recently [75]. As a result, for each of the identified eight stretch-responsive genes (*cdx4*, *tbxt, xmc*, *cd82*, *cebpa*, *gsc*, *otx2*, and *six3*), the relative percentage of reads contained in five conditional groups, including the following cell types represented in Jamboree database for the midneurula stage embryo (stage 14), was calculated. (1) The group “anterior neural” included “anterior neural plate”; (2) the group “anterior non-neural” included “anterior placodal area”, “cement gland primordium”, “eye primordium”, and “anterior neural crest”; (3) the group “posterior neural” included “posterior neural plate”; (4) the group “posterior non-neural” included “presomitic mesoderm”, “somite”, and “tail bud”; (5) the group “other” included all other cell types.

### 4.7. QRT-PCR

Each sample of total RNA was isolated from a group of five double-stretched or nonstretched neuroectodermal explants using the RNA isolation kit (MASHEREY-NAGEL, Düren, Germany) according to the manufacturer’s protocol. A total of 20 such samples from stretched and nonstretched explants was analyzed. The concentration of the RNA was measured with a Qubit^®^ fluorometer (Invitrogen, Waltham, MA, USA), and RNA integrity was checked visually via gel electrophoresis. Then, 250 ng of total RNA that was extracted from each sample was reverse-transcribed in a 20 mL final volume by M-MLV reverse transcriptase (Promega, Madison, WI, USA) in the presence of 10 pmol of oligo-dT primer (Evrogen, Moscow, Russia), according to the manufacturer’s guidelines (Promega, Madison, WI, USA).

To compare the efficiency (E) of qPCR, we performed qPCR with four fivefold dilutions of cDNA templates. The averages of Ct data of each dilution from three replicates of qPCR with each pair of primers were used to determine the slope and to calculate the E value (E = 1/5^−slope^).

The PCR data were imported into Microsoft Excel 2016 and analyzed using the ΔΔCt method. The geometric mean of expression of two reference housekeeping genes, ornithine decarboxylase (ODC) and elongation factor 1alpa (EF-1alpha), was used for the normalization of the target genes’ expression values. For each gene, we performed 14 to 18 independent experiments (primers data given in Table S1).

## 5. Conclusions

In summary, our findings revealed the role of MTs not only in overall mesoderm specification, as suggested by [7], but also in the anterior–posterior patterning of the embryo, as we proposed earlier [6]. Furthermore, as some genes that we found regulate cell specification, they could be a part of the feedback loop that connects morphogenesis with spatially corrected differentiation of cell types within the embryo. However, further study is necessary to investigate the molecular basis of this feedback loop in depth.

## Figures and Tables

**Figure 1:**
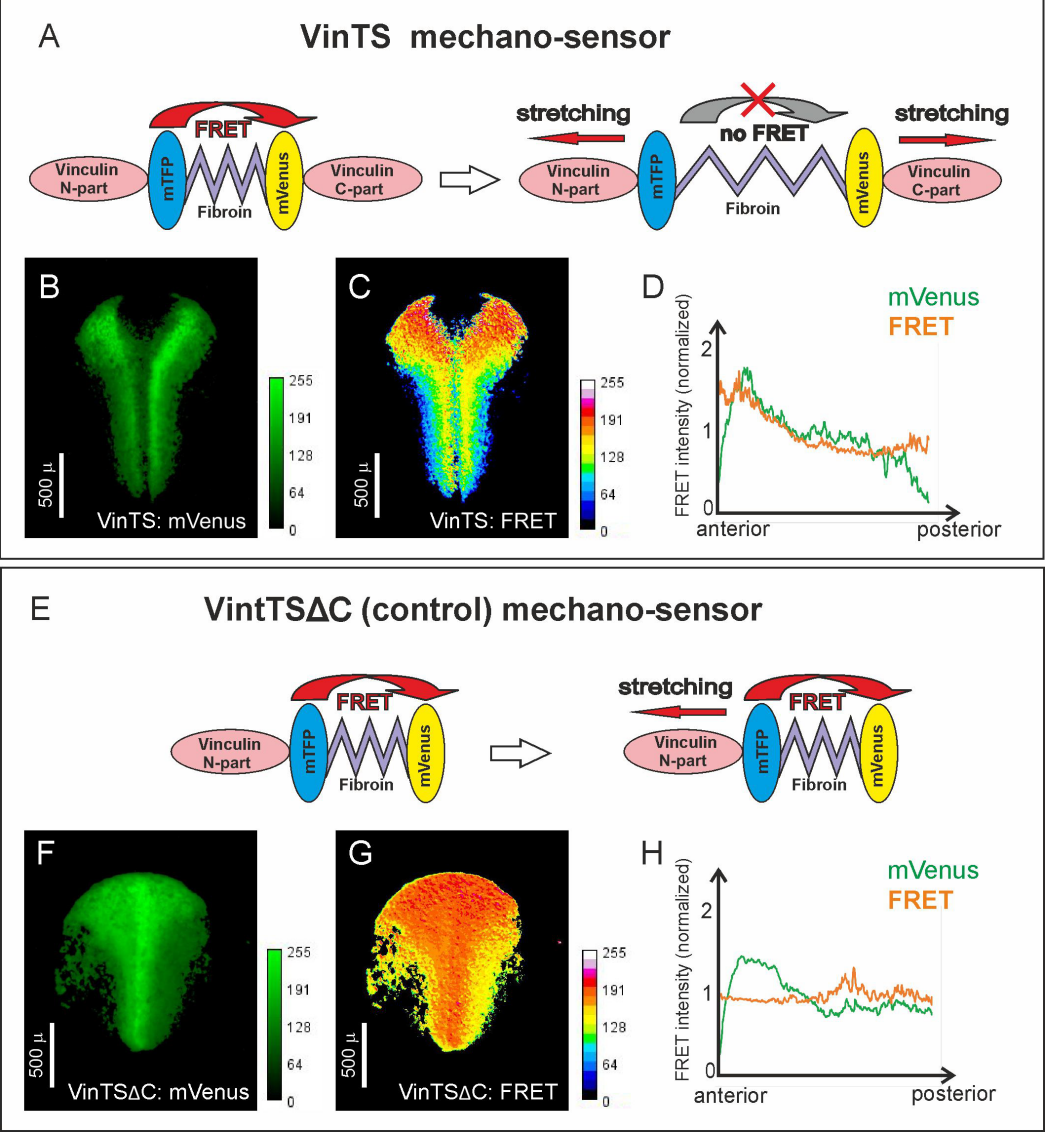
Genetically encoded mechanical sensor VinTS reveals different mechanical tensions in the head and trunk parts of the neuroectoderm. (**A**–**D**) VinTS mechanosensor. (**E**–**H**) VinTSΔC control. (**A**,**E**) Schema of sensor. (**B**,**F**) Images of the *Xenopus* embryo, microinjected with the VinTS mRNA, in the green channel. (**C**,**G**) The result of computer processing of images in green and cyan channels. Red color corresponds to low degree of MTs (high FRET); yellow and blue color corresponds to high degree of MTs (low FRET). (**D**,**H**) Vertical plot showing the distribution of signal intensity (green) and FRET (orange) along the anterior–posterior axis of the embryo.

**Figure 2:**
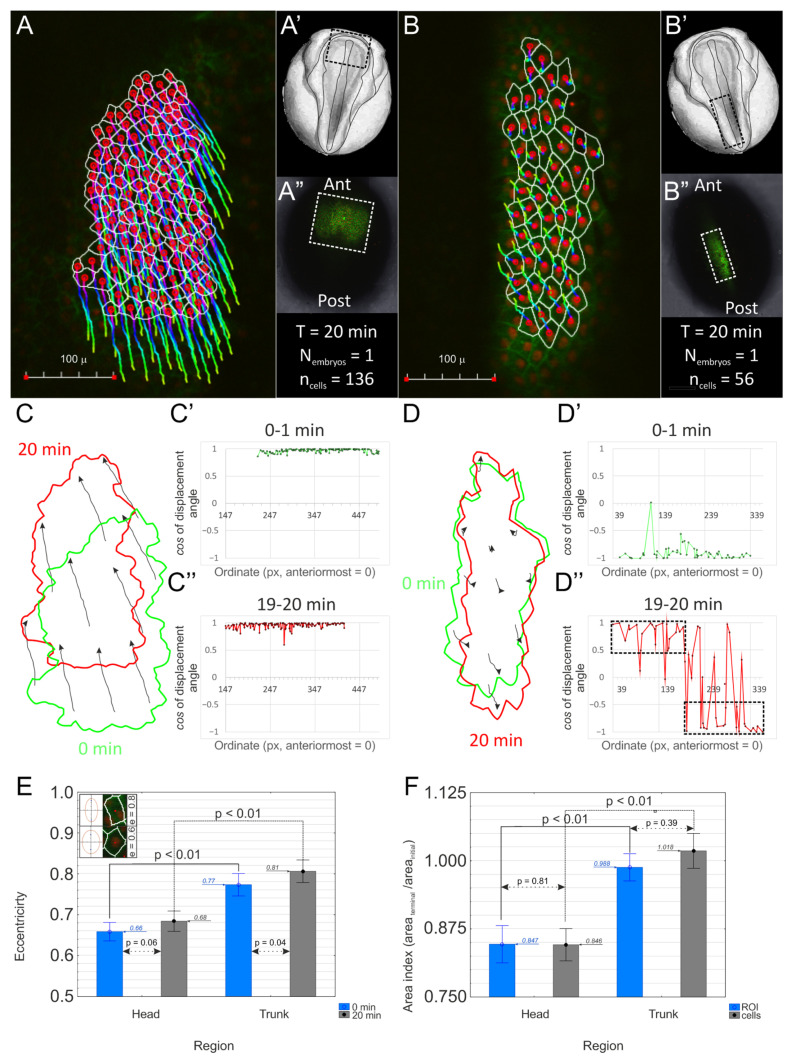
Morphometric analysis of tissue deformation. (**A**,**B**) To evaluate tissue deformation, we performed time-lapse imaging of cells in head (**A**) and trunk (**B**) regions of st. 14–15 *Xenopus* neurula during a 20 min interval. Insets in the right row show the position of segmented regions (enclosed with white dashed line) on scheme (**A′**,**B′**) and in imaged embryos (**A″**,**B″**) under lower magnification. Cell trajectories in (**A**,**B**) are color-coded: yellow–green indicates the initial part of the trajectory, blue—central, purple–red—terminal. (**C**,**D**) Tissue-level deformation evaluated by shape change of integral ROI including all segmented cells. Green and red counters reflect ROI shape at the first and last frame, respectively, of the time-lapse sequence. Individual trajectories of selected cells are visualized as black lines; arrows indicate direction of cell displacements inside ROIs. (**C′**,**D′**) and (**C″**,**D″**): To quantitatively describe spatial distribution of cell displacements underlying ROI deformation presented in (**C**,**D**), we calculated cosine of the angle between anteroposterior axis and direction of each cell displacement during two initial (**C′**,**D′**) and two terminal (**C″**,**D″**) frames in sequence and plotted this cosine value against ordinate (in pixels). We denote 0° (360°) displacement angle as shift towards anterior pole, and 180°—towards posterior. Thus, cosine values close to 1 indicate displacement towards the anterior pole, and values close to −1—towards the posterior pole. Note the marked translational shift of ROI in the head region without significant elongation on the contrary to the trunk region, that mostly remained in the field of view and was subjected to bidirectional ((**D″**) black dotted boxes) elongation. (**E**,**F**) To estimate cellular shape changes underlying observed ROI deformations, we analyzed distribution of cell eccentricities (**E**) for head (N_embryos_ = 1, n_cells_ = 136) and trunk (N_embryos_ = 1, n_cells_ = 56) regions at the start (blue) and the end (grey) of time-lapse series as well as area changes (**F**) of cells (blue) and small ROIs, including 10–11 cells (gray); columns show mean, whiskers—95% confidence interval. Inset in (**E**) (reprinted under Creative Commons 3.0 license) shows typical cell and respective ellipse shape for eccentricity = 0.6 and for eccentricity = 0.8. Note the slight (but statistically significant) increase in mean eccentricity in the trunk region while the apical cell area remains the same, reflecting cell elongation in the trunk region. At the same time, mean eccentricity in the head region did not change, while the apical cell area decreased, reflecting apical constriction.

**Figure 3:**
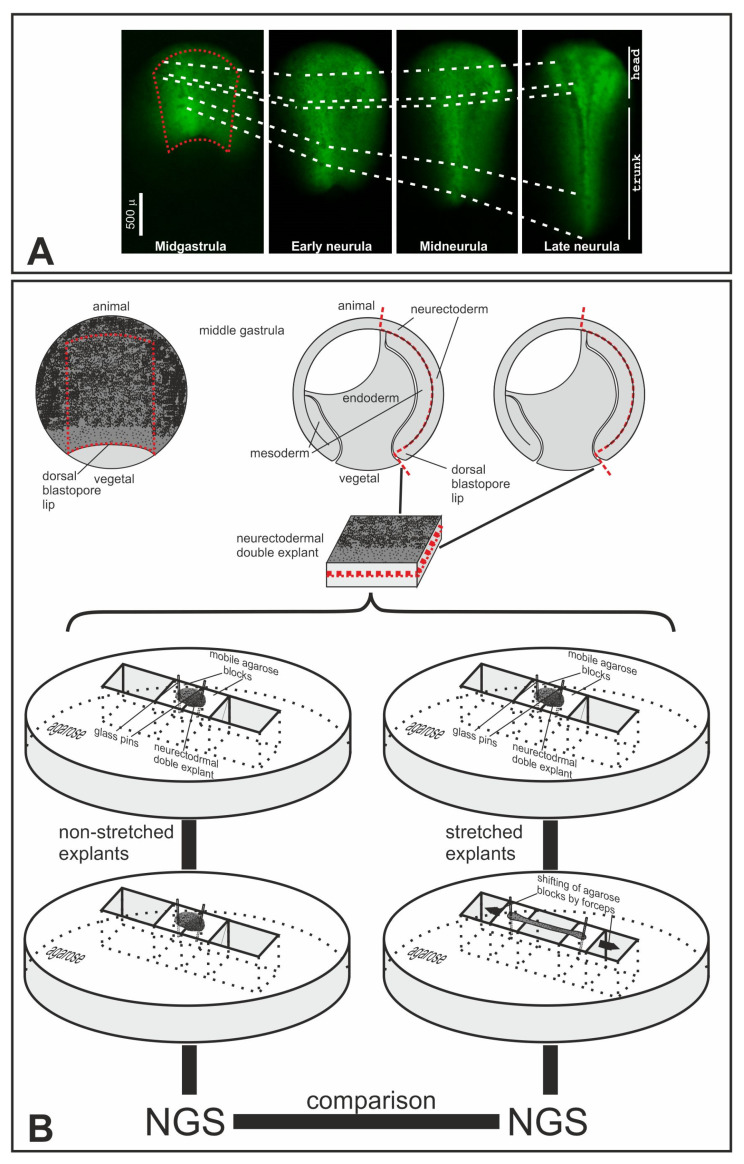
Convergent extension of the neurectoderm and schema of experiments in finding of genes regulated by mechanical tensions. (**A**) Photos of FLD-injected neural plate at different successive stages of development. White dashed lines connect at different stages the same noticeable features at the embryo surface. The red dashed line on the image of the midgastrula embryo indicates the approximate border of the neuroectodermal explants which had been excised at this stage. (**B**) Schema of experiments of explants stretching followed by NGS (see main text for details). Red dashed lines indicate the boundaries of the explants.

**Figure 4:**
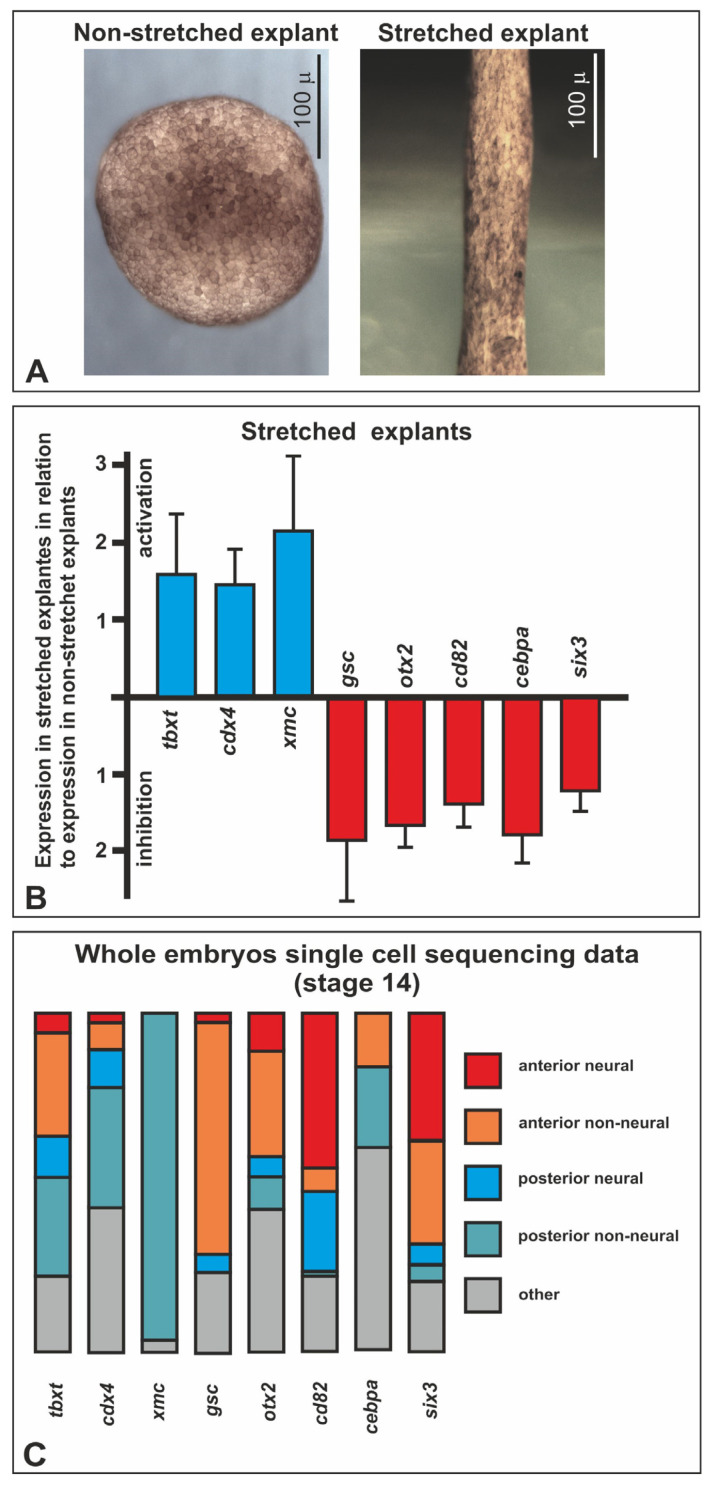
Analysis of the influence of the neuroectodermal explants stretching on gene expression. (**A**) Examples of explants nonstretched and stretched according to the schema shown in Figure 3B. (**B**) Genes whose expression changed in the explants upon the stretching, according to qRT-PCR data. Bars indicate the standard deviation. (**C**) Percentage expression distribution of selected MT-responsive genes in the indicated on the right groups of cells in midgastrula embryo (stage 14) according to the Jamboree single-cell sequencing database [24]. The group “anterior neural” includes such cell types as “anterior neural plate”; the group “anterior non-neural” includes such cell types as “anterior placodal area”, “cement gland primordium”, “eye primordium”, and “anterior neural crest”; the group “posterior neural” includes such cell types as “posterior neural plate”; the group “posterior non-neural” includes such cell types as “presomitic mesoderm”, “somite”, and “tail bud”; the group “other” includes other cell types (see *Xenopus* single-cell transcriptomic data analysis in Section 4.6 for details).

## Data Availability

Data are contained within the article and Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25020870/s1.

How the deposited data were processed for this re-analysis (not part of the article)

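Poly(A) RNA from 3 control and 3 stretched samples of double explants was sequenced, and the authors deposited 1 table of statistics comparing the groups. According to the paper, reads were mapped with STAR and fold changes were calculated by the authors with DESeq2. The submitters' processing notes name TopHat2, HTSeq, DESeq and edgeR, with no versions. The header of the table that the authors deposited names the quasi-likelihood F-test, a test of edgeR. The genome build and annotation that the authors used are not given in the sources used here. The log2 fold changes in the authors' deposited table compare stretched with control explants, and the average log2 CPM is taken over the samples of the authors' fit. The deposited F, the deposited p-value and the deposited FDR (also a p-value, adjusted by the authors) stand beside them for 42549 genes, with 1 symbol occurring in 2 rows. Of these rows, 39960 (93.9%) match a symbol of the Xenopus laevis v10.1 RefSeq annotation, which was used for names only. List members without a row among these were not analysed here, so that the lists were tested without them.

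No values per sample were used, so a count test of the samples was not fitted, although it had been planned as the main test. The plan made before the data were examined provided for this case. The p-values of the authors' deposited table were adjusted by the Benjamini-Hochberg method over all its rows, with a threshold of 0.05. Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the signed square root of F over the 30073 genes with an F above 0, with a preset correlation between genes of 0.01, and adjusted over the 24 lists. A correlation between genes cannot be estimated without values per sample, so a preset of 0.05 was tried as well. The group p-values measure a spread across genes, many of them homeologs of the same symbol, and not between replicate samples. Other computations used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. In a simulation of 30073 genes with 200 changed genes and 20 rows with a p-value below the limit of their F, the adjusted p called all 200 and 11 unchanged genes, and all 20 rows were found with no other row. The changed genes of this simulation were all given a large F, so that it cannot show how many weaker changes are missed. In a simulation of the lists, 3 of 3 shifted lists were called, and 0 of 13 lists without shifted members. Its statistics were independent between genes, so it cannot show how often lists of genes that vary together are called falsely.

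The p-value of each row was recomputed from its F with 1 and 85350 degrees of freedom. The deposited FDR of 295 of 395 rows examined equals the p-value times 42675 divided by a whole rank (within 1e-04), so that the authors ranked 42675 genes. The 85350 degrees of freedom are 2 for each of these genes. A fit of 6 samples by condition leaves 4 residual degrees of freedom for each gene, and 1 with the replicate as a block leaves 2. Whether the authors' fit paired the replicates or used fewer samples is unknown.

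The genes named were chosen by a rule: those the paper names, the 10 with the largest change in each direction among those that passed, the 5 with the lowest p-value in each direction, and up to 4 members of lowest p-value from each list described. A part of this rule that concerned values of single samples could not be applied, and the values of Table S2 had been seen when it was written. Further changed members of a list were named after their values were seen. Alternatives were the adjustment over genes with at least 1 count, with an average log2 CPM above 0 or with one above 1. Those added after seeing the data were the deposited FDR, p recomputed from F for every gene or for the 13 rows below the limit, lists without these rows, and the larger preset correlation. The depth per sample is unknown. The quantitative RT-PCR and single-cell data of Figure 4 were not analysed here.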

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

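The tests of the 13 rows, of scaling, of tbxt, of cell stress and of ranks, FDR order and further p-values were chosen after the results were seen, as were the bounds for low counts and for YAP or SRF, whose values come from planned tests. Outside the genes of Table S2, 227 genes passed the adjusted p, 112 higher and 115 lower in stretched explants. Groups of genes that the paper does not discuss stood out, namely non-neural ectoderm and epidermis (higher, adjusted p = 1.90e-12), paraxial mesoderm and myogenic genes (lower, adjusted p = 9.06e-14) and immediate early and wound response genes (higher, adjusted p = 6.00e-06). The FDR of the authors' deposited table, a column that Table S2 leaves out, is 1 for 11 rows of the genes of Figure 4B.

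The first pattern is that 13 rows, holding 7 of the 8 genes of Figure 4B, have a p-value below the smallest p their F allows, while no other row does by more than 2%. Denominator degrees of freedom that differ between genes cannot give this, since the limit, which holds for any number of them, exceeded the p-value at least 36.4-fold, and F values exchanged among the 13 rows cannot either, since the lowest limit among them (0.00434) is above their highest p-value (0.00173). A difference of the p-value alone is argued against by the fold changes, which in 12 of the 13 rows were above the 99th percentile of the rows with the most similar F and log2 CPM. A p-value taken from another test than the F remains open: the FDR of all 13 rows was above 0.3 and so does not follow their p-value, and values per sample would be needed to tell which columns hold the measured difference. No biological explanation was tested, and the fold changes of these 13 rows are uncertain for the same reason. This concerns the sequencing statistics alone. The paper kept these 7 genes because their expression changed reproducibly by qRT-PCR, which was not analysed here. By F, p-value and FDR tbxt.L and tbxt.S pass, but these values do not match one another in either row. Their approximate standard errors were 0.22 (tbxt.L) and 0.15 (tbxt.S). Genes of like log2 CPM had 0.08 (sox2.L) and 0.07 (pygm.S), respectively. Since this value is the absolute log2 fold change divided by the square root of F, the tbxt fold changes are large for their F. Their size is therefore uncertain as well. No percentile among rows with like F and log2 CPM was computed for them.

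The second pattern is that organizer, paraxial mesoderm, pan-neural and hindbrain genes were lower while epidermal genes were higher. A scaling difference between the groups would move every gene alike, so that it cannot make lists part, whatever their values. The lower quartile of the epidermal log2 fold changes lay 0.111 above the highest upper quartile of the lower lists (average log2 CPM above 1). These lists were picked for their shift, so this gap decides nothing about scaling. Whether scaling moved the epidermal list (median log2 fold change 0.12) above 0 was not tested. A loss of all mesoderm expressing tbxt would lower tbxt, whose lower log2 fold change was 1.15. This value was known when the test was set, and the columns of the tbxt rows do not match one another, so the test decides nothing. The paper also reports tbxt as upregulated by qRT-PCR, which was not analysed here. Other shares of tissue in the excised explants cannot be told apart from regulation within the same cells: 87.0% of the 131 members of these lists with an average log2 CPM above 1 (without the 13 rows) lay on the side of their list, but the lists were picked for their shift, so that this share decides nothing. An effect of stretching on these genes remains a hypothesis.

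The third pattern is that immediate early and wound response genes were higher as a group, although egr1.L, mmp21.L and mmp14.L of this list were lower. Low counts are argued against by the adjusted p of 7.95e-08 among genes with an average log2 CPM above 1. The heat shock and cell stress list was not called as a group and held no changed gene, but a general stress of the cells remains open, since the median log2 fold change of this list was below that of the wound response genes by 0.177 (average log2 CPM above 1), less than the standard deviation across its genes (0.232), and its genes go both ways. Tension sensed through YAP or SRF remains open, since the list of their responsive genes had an adjusted p of 0.0534 (higher), and wounding by the needles, with which control explants were pinned as well, was not tested.

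In 11 further rows, found by requiring that F and FDR give the same p within 2%, with absolute log2 fold changes of 2.03 or more and average log2 CPM of -0.37 or less, the p-value was higher than both F and FDR give, exactly 10-fold so in 3 of them (gjb1.L, hoxc8.S and atp2a1.S), and 5 would be under 0.01 with p recomputed from F. The deposited FDR of mmp21.L (9.48e-04), egr1.L (8.22e-04) and frzb2.S (0.00732) was above that of each of the 20 rows that follow in order of p-value. That of tbxt.S (5.78e-10), tbxt.L (7.67e-09) and socs3.S (5.82e-09) in the authors' deposited table was below what their p-values give by the Benjamini-Hochberg method. The p-values of these 3 rows in the authors' deposited table (5.61e-12, 1.44e-11 and 9.55e-11) are in turn above those recomputed from F (4.82e-14, 1.10e-13 and 9.55e-13). A p-value above the one recomputed from F also occurs in LOC121393141 (1.77e-07 against 4.43e-11 from F) and fbn3.L (2.30e-04 against 5.79e-06 from F). In LOC121393141 and fbn3.L the deposited FDR equals the deposited p-value times 42675 divided by a whole rank, so that these columns match. For socs3.S it is the p-value recomputed from F that gives a whole rank. The deposited p-value of socs3.S differs from the recomputed one in the exponent only. Ranks implied by the FDR run to 42675, which is 126 more than the rows analysed here, and 26 of the first 286 ranks are not represented among them, against 0.844 by chance (one-sided exact hypergeometric test, p = 3.30e-31). The rows analysed here need not be all the genes that the authors ranked, and why ranks are missing was not tested. The hypergeometric test therefore bears on which rows were analysed here and not on the authors' statistics.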

How the results depend on the processing

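Alternatives named as added were chosen after seeing the data. The count of 264 changed genes was 295 over genes with at least 1 count, 363 and 367 over genes with an average log2 CPM above 0 and above 1, 261 by the deposited FDR (added), 258 with p recomputed from F for every gene (added) and 254 with p recomputed for the 13 rows (added). The genes past the limits of Table S2 were 83, and 39 with an average log2 CPM above 1, where fewer genes enter. Of the 15 rows of the 8 genes of Figure 4B, 10 passed the adjusted p, 13 did so over genes with at least 1 count, 11 and 10 with an average log2 CPM above 0 and above 1, where rows of low log2 CPM are left out, and 2, both of tbxt, passed by the deposited FDR (added), with p recomputed from F for every gene (added) and with p recomputed for the 13 rows (added). Of the 24 lists, 18 passed, and 16 did so above a log2 CPM of 0 and of 1, where Wnt antagonists (adjusted p = 0.269 and 0.643) and cell cycle genes (0.0931 and 0.0790) no longer passed; the cause was not tested. With the larger preset correlation (added) 14 passed, and those lost were primary neurogenesis (adjusted p = 0.0568), FGF/MAPK/Erk responsive genes (0.173), Wnt antagonists (0.169) and cell cycle genes (0.242), since a larger correlation widens the test. Without the 13 rows (added) 18 lists passed. The share of homeolog pairs of the same sign was 60.6% with an average log2 CPM above 1 in both members, against 57.8%; the cause was not tested. Whether the authors' own fit paired the replicates is unknown. No paired analysis was possible because the values used are the authors' statistics and not values per sample. For the same reason DESeq2 and its size factors, fits without a replicate, summed homeologs, another pseudocount and other groupings of the samples were not run, so whether chance groupings give as many changed genes is unknown. Since the depth per sample is unknown, the precision of genes of low log2 CPM could not be judged from it.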

Differences from the paper's values

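The p-values of Table S2, which are the paper's, lie below the smallest p that the F beside them in the same table allows for 13 rows. The paper's p-value is 1.19e-04 for gsc.L and 1.13e-04 for gsc.S, where F allows no p below 0.00434 and 0.256. It is 1.40e-04 for cd82.S and 1.50e-04 for cd82.L, where the limit is 0.0300 and 0.137. For otx2.L and otx2.S the paper's p-value is 1.74e-04 and 1.95e-04, and the limit is 0.123 and 0.285. For six3.L and six3.S it is 2.54e-04 and 2.71e-04, and the limit is 0.754 and 0.0871. For cebpa.L and cebpa.S it is 3.24e-04 and 4.24e-04, and the limit is 0.0930 and 0.432. The paper's p-value of xmc.L is 4.69e-04 with a limit of 0.270, and those of cdx4.S and cdx4.L are 0.00107 and 0.00173 with limits of 0.383 and 0.331. The alternatives set before the data were examined change only which genes are adjusted together, so that none of them closes these gaps. The gaps concern the sequencing statistics and not the paper's qRT-PCR, by which it kept these genes and which was not analysed here.

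The paper states that at least 30 M reads were generated for each sample. If the average log2 CPM was computed with a prior count of 2, the default of edgeR, its lowest value corresponds to a mean library of 8.45 M counted reads. Reads generated and reads counted are different quantities, and none of the alternatives set before the data were examined bears on this value. The paper names 84 genes selected by fold change and p-value without stating the limits, and 83 genes pass the limits that its table shows.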

Other observations

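Genes of further signaling pathways can be read in these explants. Among 64 rows of FGF/MAPK/Erk responsive genes, 3 were higher (both tbxt homeologs and fosl1.L) and 6 were lower (7 and 12 when adjusted over the list alone, and 4 and 12 without the cdx4 and xmc rows whose p-value lies below the limit of their F), and as a group they were lower (adjusted p = 0.0206), a call that is lost with the larger preset correlation (adjusted p = 0.173). egr1.L, an immediate target of MAPK signaling, had a log2 fold change of -0.91 in the authors' deposited table, and flrt3.L, which encodes a modulator of FGF signaling, of -0.75. Also lower were etv1.S, spry1.S, fgfr1.L and fgf8.S. Of 65 rows of Wnt/beta-catenin responsive genes, none was higher and 6 were lower (2 and 12 when adjusted over the list alone, the 2 being the cdx4 rows with a p-value below the limit of their F; adjusted p of the group = 1.59e-06), including lef1.S with a log2 fold change of -1.00 in the authors' deposited table. Among 27 rows of Wnt antagonists, 1 was higher (kremen2.L) and 4 were lower (sfrp1.L, sfrp1.S, cer1.S and frzb2.S; adjusted p of the group = 0.0433, lower; 1 and 4 when adjusted over the list alone). This group call is lost with the larger preset correlation (adjusted p = 0.169) and above a log2 CPM of 0 or of 1 (0.269 and 0.643). Of 30 rows of the retinoic acid pathway, 3 were lower, namely crabp2.S, dhrs3.L and hoxd1.L (4 when adjusted over the list alone; adjusted p of the group = 1.29e-08). BMP pathway genes had 3 lower rows of 57, the antagonists fst.L and nog.L and the ligand admp.L, with 5 higher and 5 lower when adjusted over the list alone (adjusted p of the group = 0.174).

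Of 79 rows of extracellular matrix and adhesion genes, 1 was higher (epcam.S) and 5 were lower, among them adamts7.L with a log2 fold change of -1.70 and itgb1.S with -0.26 in the authors' deposited table (2 and 14 when adjusted over the list alone; adjusted p of the group = 2.74e-06, lower). In the list of planar cell polarity and cell contractility (68 rows), 1 row was higher and 2 were lower, vangl2.L and ror2.S, with log2 fold changes of -0.28 and -0.38 in the authors' deposited table (2 and 3 when adjusted over the list alone; adjusted p of the group = 0.112). The endoderm list had 3 lower rows of 35, vegt.L, vegt.S and cer1.S (6 when adjusted over the list alone; adjusted p of the group = 6.08e-06). Primary neurogenesis had 1 lower row of 36, insm1.L (5 when adjusted over the list alone; adjusted p of the group = 0.00431, and 0.0568, which does not pass, with the larger preset correlation). Neural crest and neural border genes had 1 lower row of 35, snai1.S (1 higher and 2 lower when adjusted over the list alone; adjusted p of the group = 0.419). Of 21 rows of blood and endothelium genes, runx1.L was higher and aplnr.S lower (1 and 3 when adjusted over the list alone, and 1 and 1 without the cebpa rows whose p-value lies below the limit of their F; adjusted p of the group = 0.668). None of 44 rows of heat shock and cell stress genes was changed, also when adjusted over the list alone (adjusted p of the group = 0.712). Cell cycle genes had 1 lower row of 65, ccnb2.L (the same when adjusted over the list alone; adjusted p of the group = 0.0433), a group call that is lost with the larger preset correlation (adjusted p = 0.242) and above a log2 CPM of 0 or of 1 (0.0931 and 0.0790). Among YAP/TEAD and SRF responsive genes 1 row of 57, tnfrsf12a.L, was higher (2 higher and 1 lower when adjusted over the list alone).

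The reference genes of the quantitative RT-PCR were measured as well. eef1a1.L and eef1a1.S (elongation factor 1 alpha) each had a log2 fold change of -0.17 in the authors' deposited table, with adjusted p of 0.0389 and 0.0212, and odc1.L and odc1.S had -0.01 each, with adjusted p of 1. A wider list of 13 rows, which also holds genes that the paper did not use as references, such as actb, was lower as a group. Its adjusted p from cameraPR was 0.00314, with a median log2 fold change of -0.04 (2 rows lower, and 3 when adjusted over the list alone).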
